# Cordycepin induces apoptosis by caveolin-1-mediated JNK regulation of Foxo3a in human lung adenocarcinoma

**DOI:** 10.18632/oncotarget.14661

**Published:** 2017-01-14

**Authors:** Jong Cheon Joo, Jung Hoo Hwang, Eunbi Jo, Young-Rang Kim, Dae Joon Kim, Kyung-Bok Lee, Soo Jung Park, Ik-Soon Jang

**Keywords:** cordycepin, CAV1, JNK, Foxo3a, apoptosis

## Abstract

Forkhead transcription factor (Foxo3a) is a downstream effector of JNK-induced tumor suppression. However, it is not clear whether the caveolin-1 (CAV1)-mediated JNK/Foxo3a pathway is involved in cancer cell apoptosis. We found that cordycepin upregulates CAV1 expression, which was accompanied by JNK phosphorylation (p-JNK) and subsequent Foxo3a translocation into the nucleus, resulting in the upregulation of Bax protein expression. Furthermore, we found that CAV1 overexpression upregulated p-JNK, whereas CAV1 siRNA downregulated p-JNK. Additionally, SP600125, a specific JNK inhibitor, significantly increased Foxo3a phosphorylation, which downregulated Foxo3a translocation into the nucleus, indicating that CAV1 mediates JNK regulation of Foxo3a. Foxo3a siRNA downregulated Bax protein and attenuated A549 apoptosis, indicating that the CAV1-mediated JNK/Foxo3a pathway induces the apoptosis of A549 lung cancer cells. Cordycepin significantly decreased tumor volume in nude mice. Taken together, these results indicate that cordycepin promotes CAV1 upregulation to enhance JNK/Foxo3a signaling pathway activation, inducing apoptosis in lung cancer cells, and support its potential as a therapeutic agent for lung cancer.

## INTRODUCTION

Cordycepin is an adenosine analog that is readily phosphorylated to its mono-, di-, and triphosphates intracellularly. Cordycepin activity has been well described *in vitro* using purified RNA polymerases and poly(A) polymerases from a number of organisms, including yeasts and mammals [1]. Cordycepin significantly inhibits cell growth by inducing apoptosis through a signaling cascade involving the caspase pathway [2], and selectively induces apoptosis in MA-10 mouse Leydig tumor cells via p38 MAPK signaling [3]. Three MAPK pathways have been identified to date: the extracellular signal-regulated protein kinase pathway, the JNK pathway, and the p38 MAPK signaling pathway [4]. JNK modulates Foxo3a to promote mitochondrial death [5]. Cordycepin mediates apoptosis by increasing SAPK/JNK and p38 MAPK activities and by upregulating the expression of Bcl-2 pro-apoptotic proteins. Studies also have shown that cordycepin has significant anti-tumor effects such as inhibition of cell growth and metastasis [6, 7] and it interferes with various cell-signaling pathways [8, 9]. Cordycepin is one of the 18 new anti-cancer drugs currently under investigation and in development by the National Cancer Institute in the USA [10]. However, the molecular mechanism by which cordycepin inhibits tumor cell growth and induces apoptosis remains unclear.

The role of caveolin-1 (CAV1) in cancer is highly controversial. CAV1 expression is reduced in a variety of human tumors [11, 12] and CAV1 re-expression is often sufficient to attenuate functions associated with the transformed phenotype in cancer cells [11–13]. Moreover, CAV1 knockout mice exhibit increased angiogenesis and predisposition to tumor proliferation, underscoring a role for CAV1 in tumor suppression [14]. In contrast to these observations, the presence of CAV1 reportedly facilitates more aggressive traits in several cancer cell lines, and is related with metastasis, drug resistance, and poor prognosis [15, 16]. However, since it has not been proven that cordycepin regulates the CAV1-dependent pro-apoptotic pathway, further study is needed.

In this study, we analyzed the effects of cordycepin on lung cancer cell apoptosis and studied the relationship between CAV1 and JNK. We attempted to identify the pathway by which cordycepin promotes CAV1-mediated JNK/Foxo3a signaling, thereby inducing apoptosis in human lung-cancer cells. The data presented herein clearly show that cordycepin is involved in the JNK/Foxo3a signaling pathway by stimulating CAV1 signaling, and that the consequent activation of Bax/caspase-3-mediated pathway causes cancer cell death.

## RESULTS

### Cordycepin inhibits lung cancer cell growth

To investigate the effects of cordycepin on lung cancer cell proliferation, A549, HCC827, and PC9 cells were treated directly with 0, 10, 20, 40, 60, 80, or 100 μg/mL for 24 h and 48 h. As shown in Figure 1A, cordycepin inhibited the cell growth during the 48-h incubation in a dose-dependent manner. At 60 μg/mL, cordycepin inhibited approximately half of all three lung cancer cell populations. Thus, the half-maximal inhibitory concentration (IC_50_) was determined as 60 μg/mL cordycepin (Figure 1A). To observe the cell death of cordycepin-treated cancer cells, the morphologies of lung cancer cells were compared to those of untreated control cells by using light microscopy. The morphology of A549, HCC827, and PC9 cells changed drastically after 60 μg/mL cordycepin treatment for 48 h (Figure 1B, 1C). Multiple cells began to detach from the surface of the culture plate and appeared buoyant. Moreover, the cells appeared to be shrunken, resulting in reduced cell volume. These morphological changes preceded apoptosis. On the other hand, 40 μg/mL cordycepin induced less drastic changes at 48 h.

**Figure 1:**
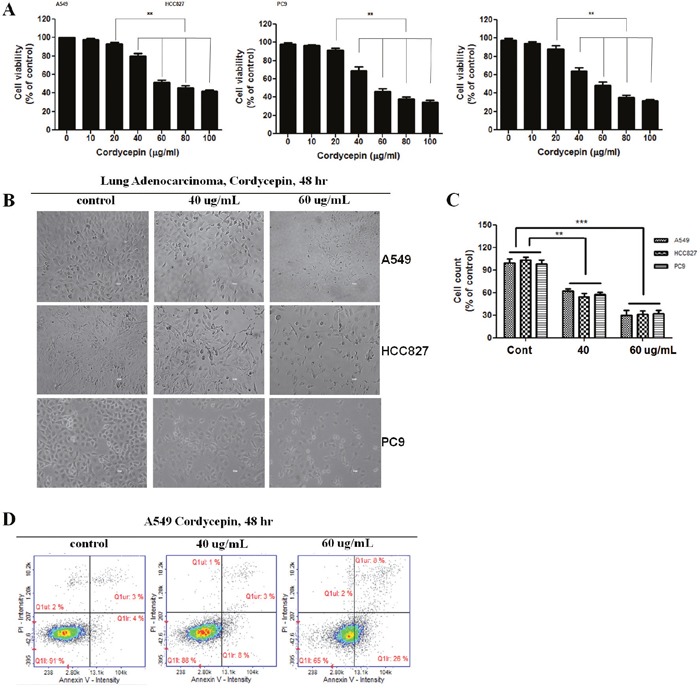
Cordycepin induces apoptosis in lung cancer cells **A**. Inhibition of the growth of lung cancer cells by cordycepin. A549 cancer cells were exposed to cordycepin at 0, 20, 40, 60, 80, or 100 μg/mL for 48 h. Data are presented as the mean ± standard deviation from triplicate experiments. *p < 0.05 and **p < 0.01 vs. untreated control. **B**. Micrographs of A549 cells treated with 40 or 60 μg/mL of cordycepin for 48 h. Magnification 400×. **C**. Cell counts (% of control) after treatment with cordycepin at 0, 40, or 60 μg/mL for 48 h. **D**. Apoptosis analysis of A549 cells exposed to cordycepin.

### Cordycepin induces apoptosis in lung adenocarcinomas

The Cordycepin apoptotic effect on A549 lung cancer cells was analyzed with Annexin V- and PI-stained cells using flow cytometry after 48-h treatment with 40 or 60 μg/mL cordycepin. The assay was done to evaluate how cancer cell death was induced by cordycepin. The relative proportion of non-viable cells was quantitatively measured as cells at the early stage of apoptosis (Annexin V-stained, non-disrupted cells) or as cells entering the late stage of apoptosis (disrupted or lysed cells). In 40 μg/mL cordycepin-treated cells, no drastic change in the Annexin V-stained viable fraction was observed (91% to 88%) (Figure 1D). However, the cells treated with 60 μg/mL cordycepin were markedly shifted from the normal state to the early apoptotic stage (4% to 26%), whereas the viable fraction was reduced from 91% to 65%. Thus, 60 μg/mL cordycepin treatment induces the apoptotic process in lung cancer cells.

### Cordycepin alters gene expression

To identify the genes potentially involved in the anti-cancer activity of cordycepin, we conducted microarray analysis of A549 cancer cells after treatment with 60 μg/mL cordycepin. 

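A549 cells, an established human lung adenocarcinoma line, were given 60 μg/mL cordycepin, a nucleoside analog of adenosine, or 0.1% DMSO as the vehicle control for 48 h, and RNA from each condition was hybridized to 1 Agilent array. There was 1 array per condition (n = 1), so the differences reported from these arrays are differences between 2 arrays, with no replicate error and no p-value. The methods name Cy3 for vehicle RNA and Cy5 for cordycepin RNA, whereas the deposited scanner files hold a single Cy3 channel for each condition, and ratios were therefore taken between arrays. Each array carried 62976 spots, of which 60901 were not controls; 300 probes were printed 10 times and the others once. The authors deposited the spot intensities from the scanner software, background-subtracted but not scaled between arrays. From there, spots flagged as outliers were left out (106 spots on the control array and 80 on the cordycepin array), the log2 signal was reduced by its 75th percentile over the probes of each array, and spots of one probe were averaged. The 75th percentile corresponded to a signal of 260.1 on the control array and 224 on the cordycepin array. The choice of this scaling shifts all ratios together: with the median in place of the 75th percentile, the median log2 ratio over all probes measured on both arrays moved from -0.03 to -0.29. Only 49.0% of the probes were well above background on the control array and 47.5% on the cordycepin array. The median therefore sets the arrays level near the background. A probe was called changed when it differed at least 2-fold between arrays on which it was well above background, or when it was well above background on 1 array only and its bound was at least 2-fold. The bound set the bright value against the higher of the dim probe's own value and the lowest signal among probes well above background on that array. Where a gene had several probes, the brightest over the arrays of the series, which include a further array of cells given 100 μg/mL cordyceps, was taken. Probes printed 10 times differed between their spots by a median SD of 0.060 on the control array and 0.052 on the cordycepin array, in log2 units. Different probes of one gene differed more: over 3356 genes, the SD of a single probe's log2 ratio of cordycepin over control was 0.25, estimated from the 2 brightest probes of each gene. The second spread was taken from the median absolute deviation, which gives little weight to the tails. It may also hold differences between the transcripts of a gene, which were not tested. Neither spread includes the variation between cultures, and the number of arrays limits the precision.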

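On the array of cordycepin-treated cells, 27666 of the probes used (47.5%) were well above background after 48 h, compared with 28494 (49.0%) on the array of control cells. By their brightest probe, 15155 genes with a RefSeq name were well above background in the cordycepin-treated cells. The count depends on the definition of detection. When a signal that is positive and significant against the background was sufficient, 38667 probes were detected with cordycepin, and 30164 probes were well above background on at least 1 of the control and cordycepin arrays.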

Among the 63,242 unique genes (using the Agilent Human GE 8×60K Microarray) tested, 30,858 genes were expressed in the cordycepin-treated cells. Among these 30,858 genes, 2,561 and 1,942 genes were up- and downregulated, respectively, by 48-h treatment with cordycepin. 

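Between the control and cordycepin arrays, 2133 probes were at least 2-fold higher and 1092 were at least 2-fold lower with cordycepin. Of the higher probes, 1085 were well above background on both arrays and 1048 on the cordycepin array alone; of the lower probes, 749 were measured on both arrays and 343 on the control array alone. By the brightest probe of each named gene, 947 genes were higher and 569 were lower. The balance of the directions followed the scaling of the arrays: with median scaling, which sets the arrays level near the background, 1332 probes were higher and 2290 were lower. Among the 25996 probes measured on both arrays, 7.05% differed at least 2-fold. Of 56 genes called higher by their brightest probe and measured by a second probe on every array, 50 rose with the second probe as well, and of 83 genes called lower, 74 fell with it. The second probe itself reached 2-fold for only 27 of the 56 and 30 of the 83. Among all second probes, 46.9% rose and 53.1% fell. The largest rises among named genes measured on both arrays were those of SAA2, 72.2-fold, and SAA1, 37.6-fold, paralogs whose transcripts the probes were not tested to separate here. PINCR rose 32.4-fold, SAA4 16.5-fold and CCL5 12.6-fold. Among the largest falls were those of CACNG4, 13.8-fold, PRR15L, 12.1-fold, HOXA-AS2, 8.63-fold, and STYK1, 8.28-fold. These sizes depend on the processing. Over the alternatives, the log2 ratio ranged from -4.05 to -2.14 for CACNG4 and from -3.86 to -2.12 for PRR15L. It ranged from -3.37 to -1.88 for HOXA-AS2, from -3.31 to -1.60 for STYK1 and from 3.55 to 5.06 for PINCR.

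**Figure D1:**
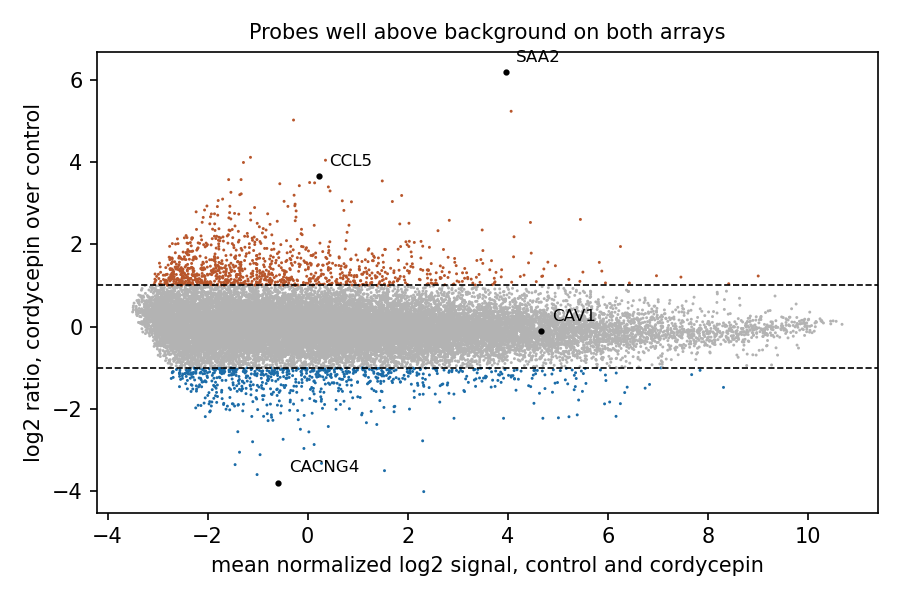
Log2 ratio of cordycepin over control against the mean normalized log2 signal of both arrays, for each of the 25996 probes well above background on both; orange points are at least 2-fold higher, blue points at least 2-fold lower, and the dashed lines mark 2-fold. SAA2 and CCL5 lie far above the upper line, CACNG4 below the lower line, and CAV1, by its brightest probe, between the lines.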

Genes that were significantly up- or downregulated by more than 2-fold were subjected to GO enrichment analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) tools (http://david.abcc.ncifcrf.gov/). It was showed more than a 2-fold changed genes through GO analysis (Supplementary Table 1). The upregulated genes were mainly involved in signal transduction, immunity and defense, cell surface receptor-mediated signaling, cell communication, apoptosis, ligand-mediated signaling, cell adhesion-mediated signaling, natural killer cell-mediated immunity, and B cell- and antibody-mediated immunity (Figure 2A). 

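Table S1 lists upregulated genes for some of these categories by their Entrez identifiers, 45 different genes over 8 terms. It has no term for ligand-mediated or cell adhesion-mediated signaling, B cell- and antibody-mediated immunity or natural killer cell-mediated immunity. All 45 genes have a probe on the arrays. The authors chose these genes from the same arrays, so their values are no independent evidence. With cordycepin, 43 of the 45 genes were at least 2-fold higher by their brightest probe, and their median log2 ratio was 1.42. None of 10000 random lists of the same size, matched on signal, had a median as high; the central 95% of the random medians ran from -0.20 to 0.10. In the signal transduction term, 26 of 28 genes were at least 2-fold higher, with a median of 2.86-fold. In the apoptosis term it was 21 of 22 genes, with a median of 2.75-fold. All 14 genes of immunity and defense, all 12 of cell surface receptor-mediated signal transduction and all 10 of cell communication were called, with median log2 ratios of 1.38, 1.98 and 1.63. BCL2A1 and MAPK6 were the genes not called. Their brightest probes gave 1.13-fold and 1.38-fold, while the most changed probe gave 4.13-fold for BCL2A1 and 2.05-fold for MAPK6.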

The downregulated genes were related to transport, ion transport, cell adhesion, apoptosis, homeostasis, and phosphate metabolism. 

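The downregulated part of Table S1 names 18 different genes over 5 terms, again chosen by the authors from these arrays. With cordycepin, 17 of them were at least 2-fold lower by their brightest probe, with a median log2 ratio of -1.34, lower than in all of the 10000 random lists matched on signal (central 95% from -0.28 to 0.22). All 5 genes of the apoptosis term fell, by a median of 2.56-fold, as did all 7 of glycoprotein biosynthetic process, with a median log2 ratio of -1.43, and all 3 of inorganic anion transport, by a median of 2.42-fold. The exception was the histone gene H4C8, in negative regulation of cell differentiation, whose log2 ratio was 0.32.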

To identify genes potentially involved in apoptosis among cordycepin-induced genes, we used the GeneCards database (http://www.genecards.org/) (Figure 2B, 2C). 

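The genes of Fig. 2C were looked up on the arrays, and each of the 30 has at least 1 probe. By the brightest probe, 21 were at least 2-fold higher in the cordycepin-treated cells than in the control cells and 5 were at least 2-fold lower. The 21 rises had a median of 2.79-fold and began at 2.06-fold for GDF15. CHAC1 rose 8.22-fold, UNC5B 7.02-fold, ICAM1 5.09-fold and CDKN1A 3.03-fold; DDIT3 had a log2 ratio of 1.32. NGFR was not well above background in control cells and was at least 10.4-fold higher with cordycepin under the main scaling. Over the alternative ways of processing, the NGFR rise ranged from 3.20-fold, with normexp background correction, to 11.2-fold, without a detection filter. The falls ranged from 2.07-fold for FAIM2 to 3.98-fold for TXNIP, with VIL1 at 3.67-fold.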

There were quantitative alterations in gene expression in cordycepin-treated lung cancer cells as compared to control cells. The signal network of apoptotic genes regulated in response to cordycepin is shown in Figure 2D. Among these, CAV1 and JNK (MAPK8) were identified as central hubs of the apoptosis-related interactome network in the cordycepin-treated lung cancer cells.

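The genes named as hubs changed little between the control and cordycepin arrays. CAV1 was bright on both arrays, and its brightest probe gave a signal of 6882 in control cells and 5483 in cordycepin-treated cells, a log2 ratio of -0.11 after scaling, or 0.924-fold. The other CAV1 probe gave 4071 and 4122, a log2 ratio of 0.23, or 1.17-fold. MAPK8, which encodes JNK1, was dim, with signals of 81.8 in control cells and 76.8 in cordycepin-treated cells for its brightest probe and a log2 ratio of 0.12. Its other 2 probes gave -0.03 and 0.40. FOXO3, which lies in the same network, had a log2 ratio of 0.04 by its brightest probe and of -0.26 and -0.18 by the other 2. None of the 8 probes of these genes reached a 2-fold change, and 6 of the 8 lay within the spread of 0.25 estimated for a single probe. That spread pools genes of all signals and is wide for CAV1. Over all genes with 2 measured probes, 37.2% had a pair as far apart as that of CAV1, but 17.2% among those of similar signal. Under median scaling the brightest probes of CAV1, MAPK8 and FOXO3 gave -0.38, -0.14 and -0.23. The network itself came from the IPA knowledge base and was not recomputed here. The paper identifies CAV1 and JNK as central hubs of this network.

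**Figure D2:**
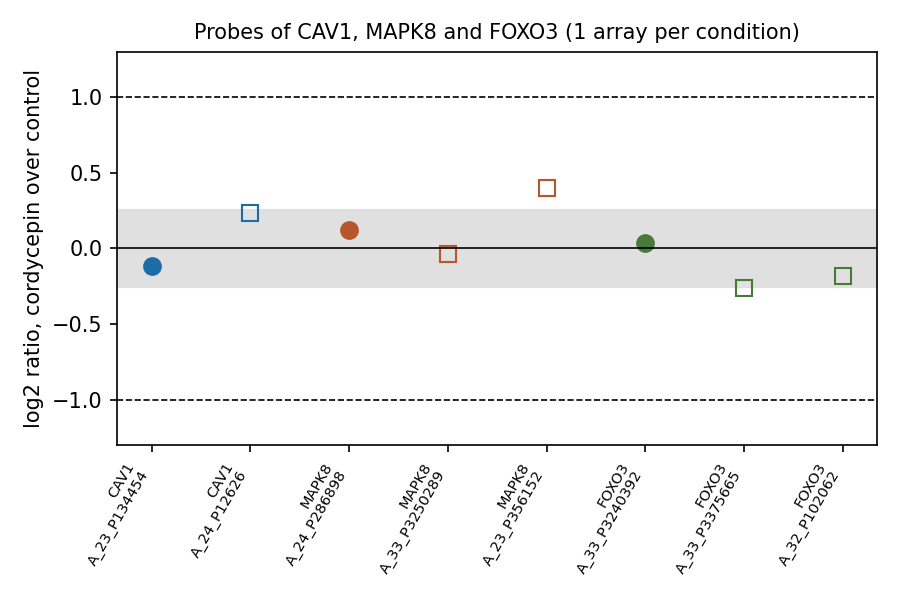
Log2 ratio of cordycepin over control for each probe of CAV1, MAPK8 and FOXO3, with 1 array per condition. Filled circles are the brightest probe of a gene and open squares its other probes. The grey band is the SD of a single probe's log2 ratio, pooled over genes of all signals, 0.25 on either side of 0, and the dashed lines mark 2-fold. The CAV1 probes lie at -0.11 and 0.23, on opposite sides of 0.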

**Figure 2:**
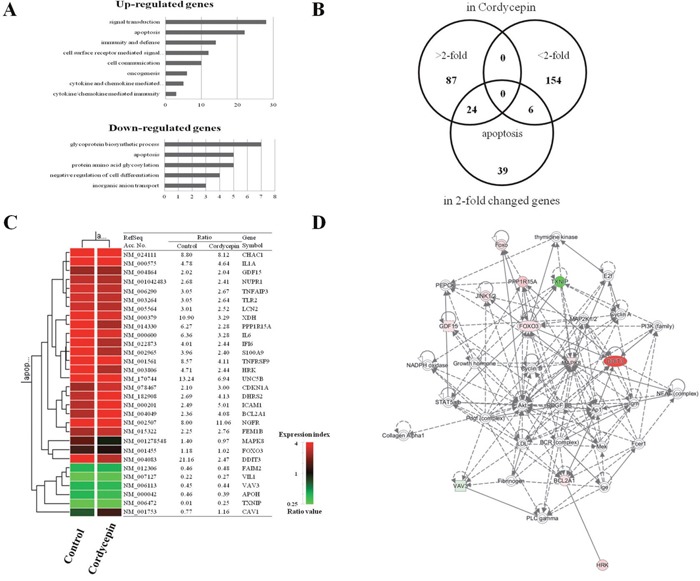
Gene expression analysis and signal network of apoptotic genes **A**. Results of microarray analysis of gene expression in response to 60 μg/mL of cordycepin for 48 h. Genes showing twofold upregulation or downregulation identified for Gene Ontology analysis **B**. Venn diagram of gene expression in response to cordycepin genes that were altered more than twofold and apoptosis-related genes. **C**. Apoptosis-related genes lists that were altered more than twofold in response to cordycepin. **D**. Signal network of the apoptotic genes generated by using a Qiagen IPA.

### Cordycepin increases CAV1 and p-JNK expression and prevents phosphorylation of Foxo3a, inducing Foxo3a nuclear translocation

CAV1, p-JNK (active JNK), and total JNK expression at 24 and 48 h after cordycepin treatment was analyzed by western blot (Figure 3A, 3B). Total JNK protein was not changed each different time points when compared to the control. However, CAV1 and p-JNK protein expression increased over time after cordycepin treatment. Because Foxo3a has been shown as a primary substrate of JNK in tumor growth inhibition, we assessed whether Foxo3a was changed at 24 h and 48 h after cordycepin treatment. We quantified both total Foxo3a and p-Foxo3a protein expression (Figure 3C, 3D). Total Foxo3a was not significantly changed at the indicated time points. However, p-Foxo3a markedly decreased over 48 h by cordycepin treatment. Foxo3a dephosphorylation has been reported to accelerate its nuclear translocation.

**Figure 3:**
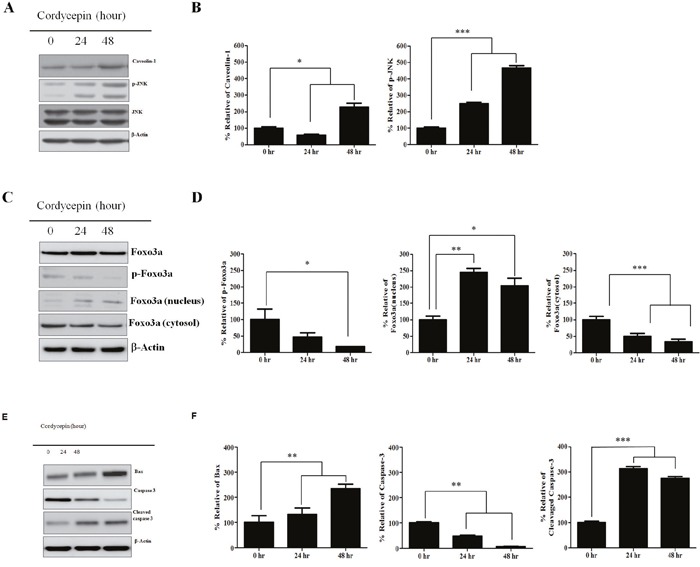
Expression of CAV1, p-JNK, JNK, Foxo3a, nuclear Foxo3a proteins in response to cordycepin **A**. Western blots showing expression of caveolin-1, p-JNK, JNK, and **B**. relative band intensities of CAV1, p-JNK, JNK **C**. Total Foxo3a, p-Foxo3a, nuclear and cytosolic Foxo3a, and **D**. relative band intensities of p-Foxo3a, nuclear, and cytosolic Foxo3a **E**. Bax, caspase-3, and cleaved caspase-3 at 0, 24, and 48 h of cordycepin treatment of A549 cells, and **F**. relative band intensities of Bax, caspase-3, and cleaved caspase-3. Results are shown as mean ± S.E.M. Data were analyzed using Student's *t*-test. *p <0.05, **p < 0.01 and ***p < 0.001 vs. control.

We assessed whether cordycepin-induced Foxo3a dephosphorylation would facilitate Foxo3a translocation into the nucleus. We extracted the nuclear and cytosolic proteins from A549 cells and quantified Foxo3a expression separately in both fractions by western blot analysis (Figure 3C, 3D). We found that nuclear Foxo3a increased in a time-dependent manner. In contrast, cytosolic Foxo3a was significantly decreased at 24 h and 48 h. To determine whether Bax, as a downstream target of Foxo3a was upregulated by Foxo3a nuclear translocation, we quantified Bax protein expression using protein immunoblot analysis (Figure 3E, 3F). We found that Bax protein was upregulated at 24 h and 48 h after cordycepin treatment. Cleaved caspase-3 is a key executor of the apoptosis cascade reaction.

Western blot analysis indicated that cleaved caspase-3 protein was upregulated at 24 h and 48 h (Figure 3E, 3F).

### CAV1 phosphorylates JNK and regulates Foxo3a nuclear translocation

To confirm whether JNK is involved in Foxo3a regulation after cordycepin treatment, we used SP600125, a highly specific JNK inhibitor. In A459 cells treated with 10 mM of SP600125, there was an increase in the level of p-JNK 48 h after cordycepin treatment as compared to the controls (Figure 4A, 4B). Next, we investigated whether SP600125 affected Foxo3a expression and phosphorylation. SP600125 treatment significantly increased the expression of p-Foxo3a at 48 h after cordycepin treatment (Figure 4A, 4B). However, total Foxo3a was not changed at 48 h by SP600125 treatment. Because SP600125 upregulated p-Foxo3a after cordycepin treatment, we further investigated whether JNK was involved in the regulation of Foxo3a translocation from the cytoplasm to the nucleus. As expected, nuclear Foxo3a was upregulated while the cytoplasmic fraction was downregulated at 48 h after cordycepin treatment (Figure 4A, 4B). However, SP600125 treatment suppressed Foxo3a nuclear translocation as compared to the DMSO-treated control (Figure 4A, 4B).

**Figure 4:**
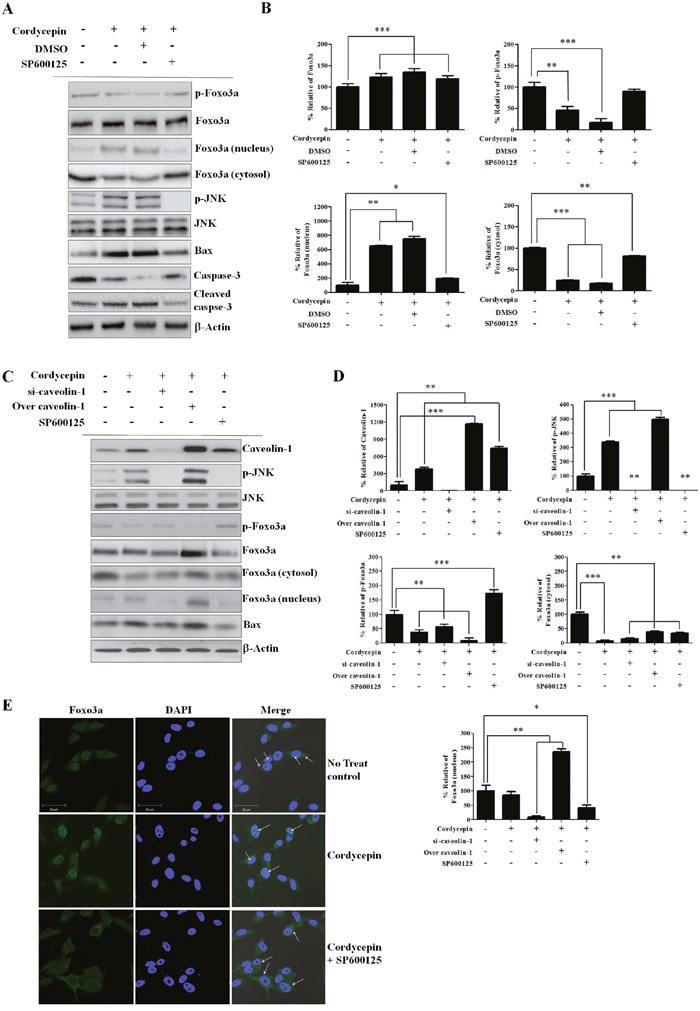
CAV1 phosphorylates JNK and regulates nuclear Fox3a translocation **A**. Representative western blots of A549 cells No treated control and 60 μg/mL of cordycepin alone or in combination with DMSO or the JNK inhibitor 10 mM of SP600125 **B**. Relative band intensities of Foxo3a, p-Foxo3a, cytosolic Foxo3a, and nuclear Foxo3a. **C**. Western blots of CAV1, p-JNK, JNK, Foxo3a, p-Foxo3a, cytosolic Foxo3a, nuclear Foxo3a. A549 cells were incubated with si-CAV1 or negative control siRNA for 48 h, transfected with a CAV1-overexpression construct for 48 h, or treated with SP600125 for 48 h. **D**. Relative band intensities of p-JNK, p-Foxo3a, cytosolic Foxo3a, nuclear Foxo3a, CAV1, Bax. **E**. A549 cells were grown on glass coverslips and treated with cordycepin or cordycepin with 10 mM of SP600125 for 48 h. Samples were analyzed by indirect immunofluorescence with confocal microscopy. Arrows indicate the nuclei. The bar indicates 50 μm.

We assessed whether CAV1 was involved in the positive regulation of p-JNK after cordycepin treatment by siRNA-mediated silencing of CAV1. Cordycepin increased the expression of CAV1 and p-JNK, whereas siRNA-mediated inhibition of CAV1 effectively lowered the CAV1 protein level and abrogated p-JNK expression indicating that CAV1 is involved in the upregulation of JNK phosphorylation (Figure 4B). Additionally, we determined whether CAV1 affects the expression of (nuclear and cytoplasmic) Foxo3a (Figure 4C, 4D). Overexpression of CAV1 through CAV1-GFP lentivirus decreased the expression of total p-Foxo3a and the cytosolic Foxo3a fraction, whereas it increased nuclear Foxo3a protein. In contrast, siRNA-mediated inhibition of CAV1 increased the expression of p-Foxo3a and cytosolic Foxo3a, whereas it decreased nuclear Foxo3a protein. These results indicated that CAV1 upregulates Fox3a nuclear translocation. This translocation was also observed in immunofluorescence assays. Under non-stimulated condition, Foxo3a is present in the cytoplasm and nucleus. As shown in Figure 4E, green fluorescence-tagged Foxo3a was indeed localized in the cytoplasm and near the nucleus of untreated A549 cells. When the cells were stimulated with cordycepin (60 μg/mL, 48 h), Foxo3a was translocated to the nucleus. SP600125 treatment significantly decreased the expression of nuclear Foxo3a at 48 h after cordycepin treatment as compared to the cordycepin-alone control. This result suggested that cordycepin promotes Foxo3a signaling to induce apoptosis via JNK activation in lung cancer cells.

### Cordycepin upregulates JNK phosphorylation through CAV1-mediated DUSP5 inhibition

To elucidate how CAV1 upregulation enhances JNK activation in more detail, we conducted western blot analysis in A549 cells. In doing so, we clarified alterations in the JNK/Foxo3a signaling pathway (Figure 5A, 5B). siRNA inhibition of CAV1 in A549 cells treated with cordycepin resulted in increased DUSP5 and decreased p-JNK levels, while silencing of DUSP5 increased p-JNK. DUSP5 is a nuclear protein that negatively regulates JNK. These results indicated that cordycepin upregulates JNK phosphorylation through CAV1-mediated DUSP5 inhibition.

**Figure 5:**
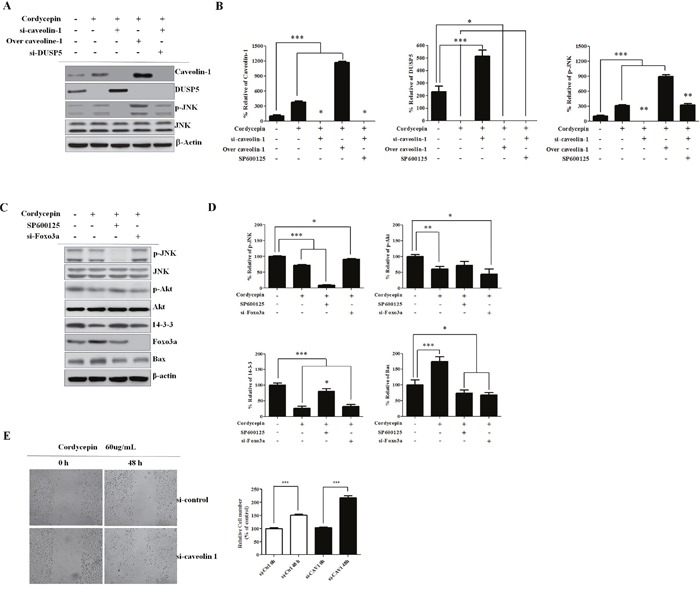
Knockdown of CAV1 leads to decreased p-JNK and Foxo3a is regulated by Akt and 14-3-3 **A**. Western blots of CAV1, DUSP5, p-JNK, and JNK. A549 cells were incubated with siRNA (si-CAV1) for 48 h, transfected with a CAV1-overexpression construct, or treated with siRNA against DUSP5 (si-DUSP5). CAV1-silenced A549 cells treated with cordycepin showed increased DUSP5 and decreased p-JNK, and siRNA inhibition of DUSP5 in these cells increased p-JNK as compared to control cells. **B**. Relative band intensities of CAV1, DUSP5, p-JNK/JNK ratio. **C**. Representative western blots of JNK, pAkt, Akt, 14-3-3, and Foxo3a in A549 cells treated with cordycepin, SP600125, or siRNA targeting Foxo3a (si-Foxo3a). **D**. Relative band intensities of p-JNK, p-Akt, 14-3-3, Bax. **E**. Migration ability of A549 cells as examined by wound-healing assay. Migrating cells were photographed under an inverted fluorescence microscope (magnifications: 100×). Quantification of the numbers of migrating are presented as the mean ± standard deviation of three independent experiments performed in triplicate. *p <0.05, **p < 0.01, ***p < 0.001 vs. negative control (0 μg/mL).

### The cordycepin-induced increase in Foxo3a upregulates Bax and Akt and 14-3-3 activities

There is crosstalk between the pro-apoptotic JNK and the pro-survival Akt pathways at various levels. To further clarify whether the regulation of Foxo3a by JNK after cordycepin treatment is associated to Akt, we assessed p-Akt and Akt protein expression after cordycepin treatment by western blotting. Additionally, we silenced Foxo3a using specific siRNA, and we blocked JNK activation with SP600125. We found that both 14-3-3 and p-Akt were decreased, whereas total Akt was not changed at 48 h in the SP600125-treated A549 cells as compared to the non-treated control (Figure 5C, 5D). We investigated whether Bax is regulated by Foxo3a after cordycepin treatment. siRNA-mediated inhibition of Foxo3a slightly decreased Bax expression, indicating the upregulation of Bax by nuclear Foxo3a.

### Coexpression of CAV1 and p-JNK correlates with decreased survival in lung cancer cells

Cordycepin induced apoptosis via CAV1-mediated JNK activation in A549 cancer cells. To evaluate the potential biological relevance of the regulation of CAV1, we assessed the effect on the directed migration of tumor cells. Migration of A549 cells was measured using a wound-healing assay. As shown in Figure 5E, A549 migration was significantly suppressed by cordycepin (*p* < 0.05), whereas CAV1 silencing significantly recovered the migration of A549 cells treated with cordycepin. As cordycepin upregulated CAV1 expression and JNK phosphorylation, and inhibited phosphorylation of Foxo3a *in vitro*, we next examined CAV1, the phosphorylation status of JNK, total JNK, p-Foxo3a, and total Foxo3a protein in tumor tissues by immunohistochemistry. Treatment of mice with cordycepin significantly suppressed tumor growth (Figure 6A, 6B) and upregulated CAV1 and JNK phosphorylation, whereas it inhibited the phosphorylation of Foxo3a and only slightly increased the total Foxo3a protein level as compared to untreated control (Figure 6C, 6D). These data suggest that cordycepin can cause growth arrest in tumor cells *in vivo* by inducing the expression of CAV1 and p-JNK, resulting in downregulation of Foxo3a phosphorylation.

**Figure 6:**
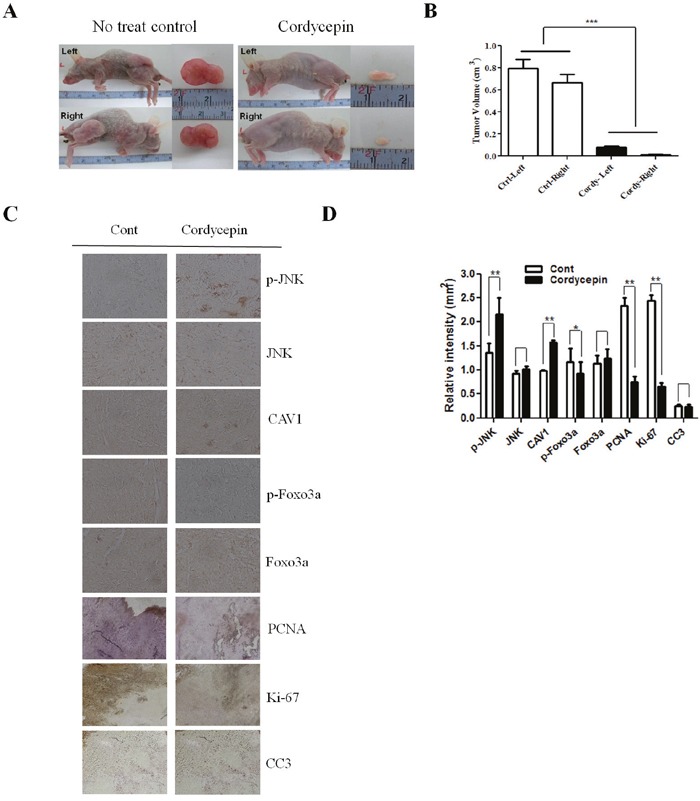
Effect of cordycepin on expression of CAV1, p-JNK, JNK, p-Foxo3a and Foxo3a in lung tumor tissue **A**. Nude mice were injected with A549 cells and then treated with PBS (n = 6) or 20 mg/kg cordycepin (n = 6) once daily for 20 days. Dissected tumors are shown in the right panel. Tumor volumes of control and cordycepin-treated mice. **B**. Bar graph showing that the tumor volume in the cordycepin-treated group was lower than that in the non-treated control group. **C**. Tumor tissues were collected for immunohistochemistry of CAV1, p-JNK, JNK, p-Foxo3a, and Foxo3a as described in the Materials and Methods. Representative photomicrographs of five independent tumor samples are shown. **D**. Quantification of CAV1, p-JNK, JNK, p-Foxo3a, and Foxo3a. Data are presented as the mean ± standard deviation of three independent experiments performed in triplicate. *p < 0.05 and ** *p* < 0.01 vs. the control.

## DISCUSSION

Cordycepin has been reported to have various biological activities, including the inhibition of inflammation, platelet aggregation, mRNA polyadenylation [17, 18], and reinforcement of the immune system [19]. In addition, it has remarkable anti-tumor effects, such as inhibition of cell proliferation [20, 21], induction of apoptosis, and inhibition of cell migration and invasiveness [22]. These antitumor effects have been shown in several organs, such as, pulmpnary carcinoma, bladder, prostate, liver, and gastrointestinal cancer, and mainly involve the induction of apoptosis via the targeting of biologically important molecules and pathways [8, 9]. However, the roles of CAV1 and JNK in the induction of apoptosis remain unclear. This study showed that treatment with 60 μg/mL cordycepin reduced cell viability and strongly inhibited the growth of A549 lung cancer cells (Figure 1A). Moreover, 60 μg/mL cordycepin had a clear effect on the morphology of A549 cells, and the effect was stronger than that of 40 μg/mL cordycepin (Figure 1B, 1C). The results of Annexin V/PI staining using FACS demonstrated that cordycepin could induce pro-apoptosis. Cordycepin at 60 μg/mL, but not 40 μg/mL, induced the transformation of cells from the normal state (untreated group: 91.0% normal, 4.0% early apoptotic, and 3% late apoptotic) to the apoptotic state (65.0% normal, 26.0% early apoptotic, and 8.0% late apoptotic) (Figure 1D). These results suggest that cordycepin exhibits anti-lung cancer activity by promoting pro-apoptosis.

To analyze cordycepin-related gene expression in lung cancer cells, we used a cDNA microarray approach. Clustering of the microarray data identified groups of genes that were differentially regulated upon treatment of the A549 cells with 60 μg/mL of cordycepin. The GO categories of genes whose expression changed by at least two-fold are shown in Figure 2A. Among these, 26 genes whose expression increased and 7 with decreased expression were related to apoptosis (Figure 2B, 2C). 

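Among the genes of Fig. 2C, those not called at 2-fold by their brightest probe were CAV1, MAPK8, FOXO3 and BCL2A1, so that 26 of the 30 were called with cordycepin. When the probes of a gene were combined by their median instead, 27 were called. With normexp background correction the count was 22, the lowest of the alternatives set before the data were examined. The choice of apoptosis-related genes came from the GeneCards database, which was not used here.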

To explore the major cordycepin-regulated proteins identified using GO analysis, we used IPA to query 33 proteins that were up- or downregulated by cordycepin, yielding a distinct interconnected network of 27 proteins (Figure 2D). Among these, CAV1/JNK (MAPK8) were the center of the apoptosis-related protein network. After RT-PCR result, CAV1 with cordycepin treatment has slightly increased in both concentration dependent and time dependent manners. These are the same results that shown on Figure 2 with microarray. Therefore, the increase of CAV1 seems that there was a correlation with cell viability that shown in Figure 1A. 

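On the arrays, the direction of CAV1 depended on the probe and on the scaling. The log2 ratios of its 2 probes differed by 0.35, and 37.2% of the 3356 genes with at least 2 measured probes had a pair of brightest probes that differed by as much. Among the 268 such genes whose dimmer probe had a signal within a factor of 2 of that of CAV1, the share was 17.2%. Of all probes measured on both arrays, 79.3% changed by as much as the brightest CAV1 probe and 59.8% by as much as the other, in either direction. The brightest probe was at or below control under every scaling alternative except quantile normalization, where the log2 ratio was 0.0015, and the median over both probes was 0.06. The other probe gave 0.30 under quantile normalization and -0.033 under median scaling, so that both probes were at or above 0 under the former and below 0 under the latter. Median scaling sets the arrays level near the background, far below the signal of CAV1. The RT-PCR experiment has no file among these data.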

From the IPA network analysis of microarray results, the increase of CAV1 has a crucial role to induce apoptois of lung adenocarcinoma with cordycepin-treatment. The network analysis of Figure 2D has shown the important relationship between JNK and Foxo3, and the Supplementary Figure 2 data analysis shown that there was very important relationship between CAV1 and JNK (Supplementary Figure 2).

In present study, we showed that the CAV1/JNK/Foxo3a pathway was involved in A549 cell apoptosis after cordycepin treatment. First, we found that CAV1-mediated p-JNK upregulation and the reduction of p-Foxo3a preceded A549 lung cancer cell apoptosis, suggesting that JNK phosphorylation and Foxo3a dephosphorylation were involved in the mediation of cordycepin-induced A549 cell apoptosis. Second, p-Foxo3a downregulation induced Foxo3a nuclear translocation, which upregulated the levels of pro-apoptosis proteins such as Bax and cleaved caspase-3. Third, cordycepin upregulated JNK phosphorylation through CAV1-mediated DUSP5 inhibition. Fourth, treatment with the JNK inhibitor SP600125 significantly increased p-Foxo3a, leading to a decrease in Foxo3a nuclear translocation and in the protein levels of Bax and cleaved caspase-3. Finally, siRNA inhibition of Foxo3a attenuated Bax after cordycepin treatment.

Previous studies of the expression and function of CAV1 in cancer have shown controversial results, indicating that the physiological role of CAV1 varies according to the cancer type. CAV1 promotes hepatocellular carcinoma cell progression and metastasis through the Wnt/β-catenin pathway [23], whereas it suppresses focal adhesion turnover and migration of metastatic cells [24]. We found that CAV1 and p-JNK increased at 24 h and 48 h after cordycepin treatment (Figure 3A). JNK plays a crucial role not only in death receptor-initiated extrinsic but also in mitochondrial intrinsic apoptotic pathways [25]. After phosphorylation, p-JNK (activated JNK) can activate its downstream transcriptional factors, triggering pro-apoptotic target gene Bax expression as well as inducing cell apoptosis [26] Thus, our results suggest that CAV1-mediated p-JNK upregulation induces A549 cell apoptosis after cordycepin treatment. Because Foxo3a has been identified as a downstream effector of JNK in tumor growth inhibition [27], we assessed whether Foxo3a was changed at 24 h and 48 h after cordycepin treatment. Total Foxo3a was not changed, whereas p-Foxo3a, the inactive form of Foxo3a, was decreased at both time points (Figure 3C), indicating that the active form of Foxo3a had increased in the nucleus. Once p-Foxo3a downregulation occurs, Foxo3a nuclear translocation is facilitated [28, 29]. We found that nuclear translocation of Foxo3a occurred together with the downregulation in the expression of p-Foxo3a at 24 h and 48 h after cordycepin treatment (Figure 3C). These findings suggest that the reduction of p-Foxo3a promotes the nuclear translocation of Foxo3a, inducing the expression of the pro-apoptotic proteins Bax and cleaved caspase-3 and leading to A549 cell apoptosis following cordycepin treatment.

These findings are consistent with those of previous studies [30, 31]. The inhibition of JNK by SP600125 significantly suppressed cordycepin-induced Bax expression (Figure 4A), strongly indicating that JNK regulates the activity of Bax, as well as the expression of cleaved caspase-3 in A549 cells. Next, we investigated whether CAV1 was involved in the positive regulation of p-JNK after cordycepin treatment (Figure 5A). We found that CAV1 overexpression increased the expression of p-JNK, whereas siRNA-mediated inhibition of CAV1 decreased p-JNK, indicating that CAV1 indeed mediated JNK phosphorylation.

The role of DUSPs in both cancer proliferation and cancer resistance is not clear [32]. DUSP5 downregulates members of the MAPK superfamily (MAPK/ERK, SAPK/JNK, p38), which are related with cellular growth and differentiation [33]. Knockdown of Cav-1 attenuates JNK activation through enhanced function of the JNK inhibitor DUSP5 [34]. We found that CAV1-silenced A549 cells treated with cordycepin also showed increased DUSP5 and decreased p-JNK levels, while siRNA inhibition of DUSP5 increased p-JNK (Figure 5A). These findings indicated that CAV1 plays a pivotal role as an inhibitor of DUSP5, and that CAV1-mediated p-JNK upregulation through decreased function of the JNK inhibitor DUSP5 induced A549 cell apoptosis after cordycepin treatment.

The mechanism by which JNK regulates Foxo3a in an Akt-dependent manner after cordycepin is not clear. JNK-mediated phosphatase activities may be related with the Foxo3a dephosphorylation [35, 36]. We investigated whether SP600125 affected Foxo3a expression and phosphorylation. We found that JNK inhibition by SP600125 upregulated the expression of p-Foxo3a at 48 h after cordycepin treatment, suppressing Foxo3a nuclear translocation (Figure 4). Apart from Bax, JNK regulates 14-3-3 protein phosphorylation [37]. Serine phosphorylation of 14-3-3 facilitates the mitochondrial translocation of Bax, a process essential to initiating mitochondrial apoptosis [38]. We found that the inhibition of JNK by SP600125 significantly upregulated cordycepin-suppressed 14-3-3 (Figure 5C). These findings suggest that JNK is involved in the 14-3-3 protein phosphorylation. Because Foxo3a is also a downstream effector of Akt [39], we questioned whether Akt and 14-3-3 are involved in the regulation of CAV1/JNK/Foxo3a. We found that p-Akt and 14-3-3 were downregulated and total Akt was not changed at 48 h in the SP600125-treated A549 cells (Figure 5C). This finding suggested that the regulation of Foxo3a phosphorylation and nuclear translocation by the JNK signaling pathway was induced by p-Akt and 14-3-3. The transcription factor Foxo3a can upregulate pro-apoptotic gene Bax expression and facilitate promote caspase-dependent apoptosis [40]. Additionally, the direct effect of JNK on Bax and consequent Bax mitochondrial translocation are essential to initiating mitochondrial apoptosis [41]. We further investigated whether the inhibition of Foxo3a by siRNA could downregulate the expression of Bax and cleaved caspase-3, and decrease A549 apoptosis. We found that the inhibition of Foxo3a by siRNA reduced the expression of Bax (Figure 5C), indicating that it also significantly inhibits A549 cell apoptosis after cordycepin treatment.

Our findings are consistent with a recent report showing that CAV1 upregulation may generate apoptosis in cancer and that the CAV1/JNK/Foxo3a pathway is involved in A549 cell apoptosis after cordycepin treatment. These results indicate that CAV1-mediated JNK regulation of Foxo3a may be dependent of Akt. Thus, CAV1-mediated JNK regulation of Foxo3a should be considered as a potential therapeutic target. Finally, by using xenograft tumors, we were able to show *in vivo* that cordycepin reduced lung cancer tumor growth and increased the levels of CAV1 and p-JNK, whereas it decreased the level of p-Foxo3a (Figure 6). After xenografted HCC827 and PC9 to nude mice, we compared the size of tumor between cordycepin-treated group and the no-treat control group. Similar to the A549, lots of tumors were occurred in the comparison group, but we could not find any tumor in the cordycepin-treated group. (Supplementary Figure 1). These findings suggested that the reduction of p-Foxo3a promotes the nuclear translocation of Foxo3a, inducing the expression of the pro-apoptotic proteins Bax and cleaved caspase-3, leading to A549 cell apoptosis after cordycepin treatment *in vivo*. Taken together, our results demonstrate that cordycepin has the unique capability of positively regulating Foxo3a nuclear translocation by modulating CAV1/JNK signaling, giving it a pro-apoptotic function. As such, the results suggest that cordycepin has potential as a new drug that could suppress the growth of lung cancer cells.

## MATERIALS AND METHODS

### Reagents and chemicals

Dulbecco's modified Eagle's medium (DMEM) and cordycepin (3’-deoxyadenosine, from *Cordyceps militaris*, Cat. C3394) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Fetal bovine serum (FBS), 1% (w/v) penicillin-streptomycin stock solution, and phosphate-buffered saline (PBS) were obtained from Thermo (Paisley, Scotland, UK). An Annexin-V-FLUOS staining kit was from both Roche Diagnostics GmbH (Mannheim, Germany) and Sigma Chemical Co. Whole cell lysis buffer was from Intron (Seoul, Korea), and transfection reagent Hilymax and cell-counting kit-8 (CCK-8) were from Dojindo (Dojindo, Japan). Antibodies against Foxo3a, p-Foxo3a, p-JNK, caspase-3, p-Akt, and β-actin were from Cell Signaling (Beverly, MA, USA). Antibodies against CAV1, Akt, 14-3-3, DUSP, and Bax, and JNK inhibitor SP600125 were from Santa Cruz (Dallas, TX, USA). Antibody against p-JNK for immunohistochemistry was from Dako (Glostrup, Denmark).

### Cell lines and cell viability assay

The human lung adenocarcinoma lines A549, HCC827, and PC9 were obtained from the American Type Culture Collection (Rockville, MD, USA). The cells were grown in DMEM supplemented with 10% (v/v) FBS and 1% (w/v) penicillin-streptomycin at 37°C under 5% CO_2_ in a humidified incubator. Cells (5 × 10^3^/well) were seeded into a 96-well plate. After a 24-h incubation, the cells were treated with 60 μg/mL of cordycepin for 48 h. Cell viability was assayed as reported previously [42]. In brief, at the end of treatment, 10 μL of CCK-8 solution was added to the cell solution and incubated at 37°C for 1 h. Cell viability was determined by measuring the absorbance at 450 nm using a microplate reader (Sunrise, Tecan, Switzerland). The appropriate dose was determined by evaluating the cytotoxicity of cordycepin after 48 h.

### Cell cycle analysis by propidium iodide (PI)/Annexin V staining

To detect the effect of cordycepin on apoptosis, we analyzed the PI-Annexin V staining pattern using the Annexin V-FLUOS staining kit (Roche Diagnostics). Briefly, cells were treated with cordycepin for 48 h and collected. Suspended cells were centrifuged at 2,000 × *g* for 2 min and incubated at room temperature with 0.2 mg/mL Annexin V-FLUOS and 1.4 mg/mL PI and RNase solution for 15 min under dark conditions. Measurements were conducted on an Image Cytometer (NUCLEOCOUNTER® NC-3000™; Chemometec, Copenhagen, Denmark) with an excitation wavelength of 488 nm and a 530/30-nm band-pass filter to detect Annexin V and a 670 nm high-pass filter to detect PI.

### Microarray analysis

For transcript profiling of cordycepin-treated lung cancer cells, human whole-genome microarrays (Agilent Technology, Palo Alto, CA, USA) were used. Total RNA was extracted from vehicle- or 60 μg/mL cordycepin-treated A549 cells, and labeled with Cy3 and Cy5, respectively. Microarray analysis was conducted according to the manufacturer's protocol as described previously [43]. Data normalization and determination of fold changes in gene expression were done using GeneSpringGX 7.3 (Agilent Technologies). The microarray data have been submitted to the Gene Expression Omnibus database (GEO accession number: GSE81727).

### Gene ontology-based network analysis

To study the biological functions of the regulated genes through their interaction network, we conducted a network analysis by using ingenuity pathway analysis (IPA, http://www.ingenuity.com) to examine the biological functions of the differentially regulated genes and proteins according to ontology-related interaction networks, including apoptosis signaling. Network generation was optimized from the obtained expression profiles when possible, and was aimed at producing highly connected networks.

### CAV1 silencing and overexpression

To overexpress CAV1, we used lentivirus carrying RFP-conjugated full-length CAV1 (Lenti H1.4-cav1/RFP; Bioneer Corp., Daejeon, Korea). The nucleotide sequences of the siRNAs used in this study were as follows: for CAV1, 5’-AGA CGA GCU GAG CGA GAA GCA-3’; for DUSP5, 5’-GGC CUU CGA UUA CAU CAA G-3’; and for Foxo3a, 5’-ACU CCG GGU CCA GCU CCA C-3’. Scrambled control siRNA (Silencer Negative Control 5) was provided by Ambion (Waltham, MA, USA). Lentiviral infection was performed according to the manufacturer's method. Briefly, A549 cells (2 × 10^5^ cells/well) were seeded into a 6-well plate and infected with 1 mL of lentivirus for 8 h. The cells were supplied with growth medium containing 10% FBS and were harvested 48 h later. Transfection of siRNA into the A549 cells was performed using Lipofectamine RNAiMAX reagent (Invitrogen, Carlsbad, CA, USA) in accordance with the manufacturer's instructions. Cells were then treated with 60 μg/mL of cordycepin for 48 h.

### Wound healing assay

The wound healing assay was conducted on control siRNA-transfected and siCAV1-transfected cells. Cells were seeded into a 24-well plate. Then, the cell monolayer was scraped with a pipette tip to create a wound. The cells were treated with 60 μg/mL of cordycepin for 48 h. The plates were imaged using the TissueFAXS system (TissueGontics, Vienna, Austria). Wound closure was analyzed (quantification of the “healed” area and migrated cells). Wound closure analysis was done with with the HistoQuest software (TissueGnostics, Vienna, Austria).

### Immunofluorescence microscopy

A549 cells were seeded on a coverslip in a 12-well plate. The cells were incubated with Foxo3a monoclonal purified mouse IgG1 as a primary antibody overnight at 4°C. In addition, the cells were incubated with fluorescein isothiocyanate-anti-mouse antibody. Fixed cells were washed with PBS and stained with 4,6-diamidino-2-phenylindole at room temperature. The cells were again washed twice with PBS and mounted with mounting solution for observation. Images were acquired using an LSM 710 laser-scanning confocal microscope (Carl Zeiss, Jena, Germany) equipped with a C-Apochromat 40×/1.2 water immersion lens (488 nm Ar laser/505–550 nm detection range). Image data were analyzed with the ZEN 2009 Light Edition software (Carl Zeiss).

### Fractionation and protein extraction

A549 cells were incubated with cordycepin for two days and then fractionated into cytosolic and nucleic fractions as described previously [44]. Briefly, cells were lysed, and the lysates were homogenized and centrifuged at 100,000 ×*g* for 30 min. Pellets were resuspended by sonication, incubated for 30 min at 4°C by rocking, and centrifuged at 100,000 ×*g* for 30 min. The protein contents of the cytosolic and nuclear fractions were determined using a bicinchoninic acid (BCA) assay kit (Thermo Scientific, Rockford, IL, USA) and analyzed by western blotting using anti-Foxo3a antibody.

### Western blot analysis

Regulatory proteins of cordycepin-induced apoptosis were examined by western blot analysis as described previously [43]. After 48-h incubation with cordycepin, proteins were extracted and quantified. Equal amounts of the protein samples (30 μg) were separated by 12% polyacrylamide gel electrophoresis. The resolved proteins were transferred onto nitrocellulose membranes, which were stained with Ponceau S and blocked with 5% skimmed milk in T-TBS (0.1% (v/v) Tween-20 in TBS), followed by incubation with the desired primary antibodies against CAV1 (1:1000), JNK (1:200), p-JNK (1:200), Foxo3a (1:500), p-Foxo3a (1:100), caspase-3 (1:500), Bax (1:1000), Akt (1:1000), p-Akt (1:1000), 14-3-3 (1:1000), DUSP5 (1:1000), and b-Actin (1:2000). All antibodies were used under the same reaction conditions. The blots were washed three times for 5 min each time with T-TBS before incubation with horseradish-peroxidase (HRP)-conjugated goat anti-mouse IgG or HRP-conjugated rabbit anti-goat IgG at a 1:2,000 dilution in TBS containing 5% skimmed milk. The membrane was rinsed 3 times with T-TBS for 5 min each and was developed using an enhanced chemiluminescence system (Thermo Scientific, San Jose, CA, USA) on a ChemiDoc MP system (Bio-Rad, Hercules, CA, USA). The expression level was measured by densitometry using the ImageJ software.

### Tumor xenograft experiment

The animal study was approved by the Institutional Animal Care and Use Committee (IACUC) of the Korea Basic Science Institute (KBSI). Tumor xenografts were established by subcutaneous injection of 1 × 10^6^ A549, HCC827, or PC9 cells suspended in DMEM into the hind limbs of 5-week-old nude (nu/nu Balb/c) mice. The tumor-bearing mice were sorted randomly into 2 groups: vehicle PBS (n=6) and 20 mg/kg cordycepin (n=6). The mice were gavaged once daily for 20 days. The animals were housed in a facility approved by the Association for Assessment and Accreditation of Laboratory Animal Care on a 12-h light/12-h dark cycle with food and water ad libitum. The mice were sacrificed 21 days post-injection. Tumors were fixed with 4% paraformaldehyde in PBS. Tumor volume was evaluated by three-dimensional (3D) ultrasonographic measurement (Philips IU22 Ultrasound, KPI Ultrsound Inc., Yorba Linda, CA, USA).

### Immunohistochemistry

Tumors were removed from the mice and each tumor was cut across the dorsoventral diameter, followed by fixation in ice-cold 10% paraformalin overnight. Fixed tumors were embedded in paraffin and sliced. Paraffin-embedded tissue slices were stained using the following primary antibodies: p-JNK (1:500; Dako), JNK (1:500), p-Foxo3a (1:200), Foxo3a (1:500), and CAV1(1:500). Images were acquired using a Zeiss AxioImagerZ1 microscopy system with a charge-coupled device camera and a TissueFAXSTM automated acquisition system (TissueGnostics, Vienna, Austria). Proteins were quantified as percentages of antibody-positive and marker-positive tumors and depicted as scattergrams. Statistical analysis was performed with the HistoQuestTM software (TissueGnostics).

### Statistical analysis

GraphPad Prism software (GraphPad, San Diego, CA, USA) was used for the statistical analyses. Student's *t*-test was used to assess differences between the control and the cordycepin-treated groups.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Cordycepin induces apoptosis by caveolin-1-mediated JNK regulation of Foxo3a in human lung adenocarcinoma
**Source:** Oncotarget. 2017 Jan 14;8(7):12211–24. doi: 10.18632/oncotarget.14661
**Supplement:** Supplementary file 1

## Cordycepin induces apoptosis by caveolin-1-mediated JNK regulation of Foxo3a in human lung adenocarcinoma

### SUPPLEMENTARY FIGURES AND TABLES

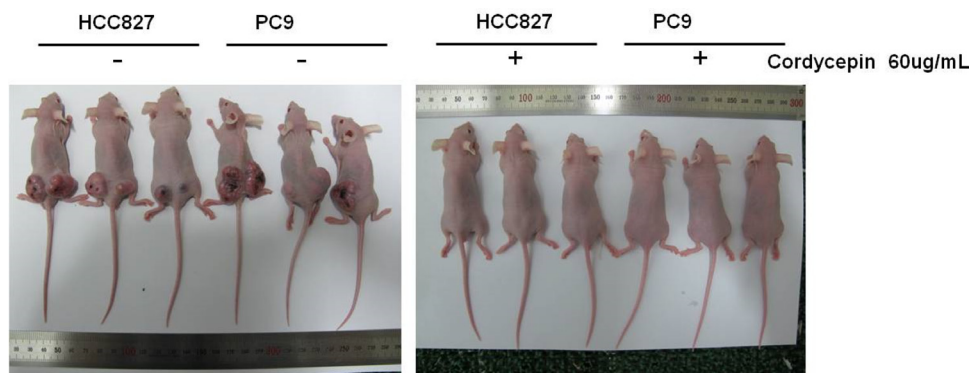

Supplementary Figure 1: Change in tumor appearance in mice after mock therapy with non-reactive components (left) and treatment with cordycepin (right).

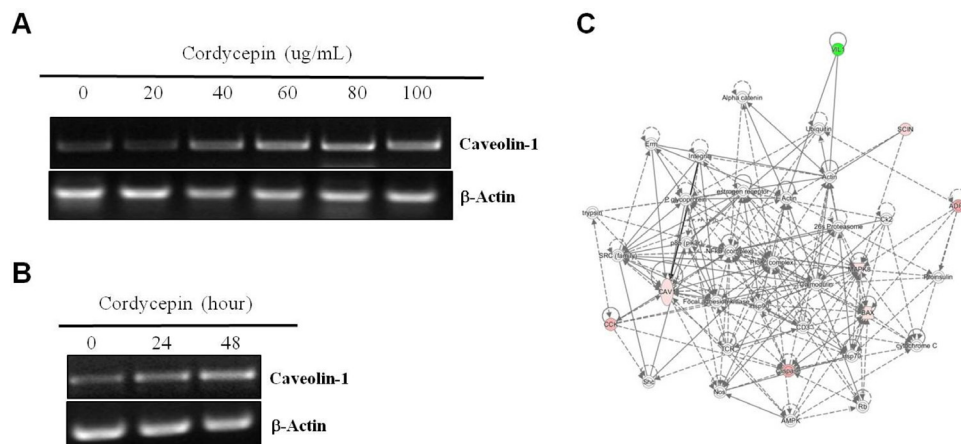

**Supplementary Figure 2: Effect of cordycepin on caveolin-1 in A549 cells.** Total cellular RNA was analyzed by real-time PCR for caveolin-1. A549 cells in monolayer were incubated with cordycepin in dose **A**, and time **B**, dependent manner. Each value represents the mean  $\pm$  SEM of three independent experiments. **C**. Signal network of the apoptotic genes in response to cordycepin.

**Supplementary Table 1: GeneOntology results on 2-fold up and down regulated genes**

See Supplementary File 1

# Supplementary material for: Cordycepin induces apoptosis by caveolin-1-mediated JNK regulation of Foxo3a in human lung adenocarcinoma
**Source:** Oncotarget. 2017 Jan 14;8(7):12211–24. doi: 10.18632/oncotarget.14661
**Supplement:** Supplementary file 2

Supplementary Table S1

GeneOntology results on 2-fold up and down regulated genes

| Up-regulated genes | |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Category | Term | Count | % | PValue | Genes | Fold Enrichment | Bonferroni | Benjamini | FDR |
| GOTERM_BP_5 | Signal transduction | 28 | 31.95875 | 0.041317 | 55065, 7130, 219699, 5251, 8875, 22843, 3552, 8651, 6280, 3383, 79627, 6361, 3918, 2069, 2867, 374, 5597, 5138, 4804, 7097, 3569, 6004, 597, 467, 23645, 3604, 80329, 2537 | 1.478154 | 0.955949 | 0.464461 | 35.70182 |
| GOTERM_BP_5 | Apoptosis | 22 | 24.7191 | 0.024527 | 10202, 10116, 3569, 26471, 2537, 6280, 7498, 9518, 1026, 3552, 79094, 8739, 7097, 4804, 3604, 597, 7128, 219699, 23645, 1649, 3383, 3934 | 3.053283 | 0.840804 | 0.458027 | 22.88837 |
| GOTERM_BP_5 | Immunity and defense | 14 | 15.73034 | 0.002866 | 7837, 240, 6289, 285755, 3604, 5005, 3552, 80329, 6280, 3383, 6361, 2537, 3569, 3934 | 2.472659 | 0.191363 | 0.191363 | 2.959612 |
| GOTERM_BP_5 | Cell surface receptor mediated signal transduction | 12 | 13.48315 | 0.092063 | 55065, 79627, 6361, 2069, 219699, 2867, 4804, 8651, 7097, 3552, 3569, 6004 | 1.65856 | 0.999213 | 0.639762 | 63.60994 |
| GOTERM_BP_5 | Cell communication | 10 | 11.23596 | 0.067306 | 6361, 3918, 7130, 5251, 8875, 374, 3552, 3569, 6280, 3383 | 1.91533 | 0.994236 | 0.576566 | 51.77505 |
| GOTERM_BP_5 | Oncogenesis | 6 | 6.741573 | 0.038622 | 79627, 2069, 8148, 1026, 80329, 3934 | 3.153286 | 0.945779 | 0.51745 | 33.78462 |
| GOTERM_BP_5 | Cytokine and chemokine mediated signaling pathway | 5 | 5.617978 | 0.021568 | 6361, 8651, 7097, 3552, 3569 | 4.623918 | 0.800805 | 0.553688 | 20.40448 |
| GOTERM_BP_5 | Cytokine/chemokine mediated immunity | 3 | 3.370787 | 0.095339 | 6361, 3552, 80329 | 5.670384 | 0.999398 | 0.604183 | 64.96105 |

| Down-regulated genes | |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Category | Term | Count | % | PValue | Genes | Fold Enrichment | Bonferroni | Benjamini | FDR |
| GOTERM_BP_5 | Glycoprotein biosynthetic process | 7 | 6.234655 | 0.008697 | 9514, 9215, 7104, 7903, 84620, 5046, 350 | 6.077927 | 0.950451 | 0.777403 | 11.23319 |
| GOTERM_BP_5 | Apoptosis | 5 | 4.761905 | 0.00416 | 23017, 7429, 10451, 350, 10628 | 7.502441 | 0.761615 | 0.761615 | 5.5275 |
| GOTERM_BP_5 | Protein amino acid glycosylation | 5 | 4.761905 | 0.00416 | 9514, 9215, 7104, 7903, 84620 | 7.502441 | 0.761615 | 0.761615 | 5.5275 |
| GOTERM_BP_5 | Negative regulation of cell differentiation | 4 | 3.809524 | 0.098921 | 4854, 8313, 3400, 8365 | 3.556713 | 1 | 0.988655 | 75.85128 |
| GOTERM_BP_5 | Inorganic anion transport | 3 | 2.857143 | 0.082211 | 115019, 56172, 9022 | 6.195565 | 1 | 0.985241 | 68.97237 |

How the deposited data were processed for this re-analysis (not part of the article)

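RNA from A549 cells kept for 48 h with 0.1% DMSO, 60 μg/mL cordycepin or 100 μg/mL cordyceps was hybridized to 1 Agilent whole-genome expression array per condition. The cordyceps condition is known from the sample labels alone. The authors deposited the scanner output of each array, whose intensity values were background-subtracted and spatially detrended within the array by Agilent's Feature Extraction software and were not scaled between arrays, together with a value table of the series. The intensity values of that table were compared with the scanner files and are the mean processed signal of each probe, unscaled and not log-transformed. The methods of the paper name GeneSpring for normalization and fold changes and state no further setting in the text.

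The main setting took log2 of the processed signal minus each array's 75th percentile over non-control probes. Control spots and spots flagged as non-uniform or as population outliers were left out, and the spots of a probe were averaged on the log2 scale, which left 58191 of 58201 probes with a value on all 3 arrays. No spot was saturated (0 on each array). A probe was detected on an array when at least 50% of its spots were well above background, which held for 28494 probes on the control array, 27666 on the cordycepin array and 24505 on the cordyceps array. The median signal of the spots well above background was 342 on the control array, 318 on the cordycepin array and 484 on the cordyceps array. A change was called at 2-fold or more, as a measured ratio where both arrays detected the probe and as a bound where 1 did. All 3 arrays lie on the same slide and were scanned together, so slide and scan do not separate the conditions.

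Probes carry the accession of the array design. With versions removed, 31104 of the 58201 accessions were found among the RefSeq transcripts of the GRCh38.p14 gene table, 24751 of 25277 among coding transcripts and 6287 of 6493 among non-coding transcripts, for 22435 gene symbols. The array design uses another genome build, so that table served for names alone and no coordinates are given. Probes without a match kept their accession and enter only the counts of probes. A gene was represented by its brightest probe, the one with the highest mean normalized log2 signal over the 3 arrays.

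With 1 array per condition, no test between conditions was run. Lists of genes were described by their median log2 ratio and its percentile among 10000 random lists of the same size, drawn within 20 bins of mean signal from the genes measured on at least 1 of the arrays compared; genes are not replicates, and the percentile describes these arrays. The lists were those of Table S1 and Fig. 2C and 11 lists written before the data were examined: targets of FOXO3, p53 and NF-kB, AP-1 and JNK responsive genes, ATF4 and unfolded protein response genes, replication-dependent histone, proliferation, cholesterol synthesis, immediate early, metallothionein and interferon response genes. The genes named in the text are those of Fig. 2C and Table S1, the genes whose proteins the paper studies, and the 10 largest rises and 10 largest falls with each treatment among named genes measured on both arrays whose other measured probes changed the same way, of which the text names some; members of a list are named where the list is reported, and others are marked where they appear. The technical spread of a log2 ratio, 0.25, came from the 2 brightest probes of 3356 genes, so it may also hold differences between transcripts of a gene.

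The alternatives set before the data were examined were median scaling, the 75th percentile over probes detected on all 3 arrays, quantile normalization, normexp background correction with an offset of 50, no scaling, detection on both arrays, no detection filter, detection by a positive and significant signal, outlier spots kept, the deposited value table, signals under 5 raised to 5 before median scaling, the median over a gene's probes, thresholds of 1.5-fold and 3-fold, genes in place of probes and, for the count of detected probes, detection on at least 1 of the control and cordycepin arrays. The files hold no mean spot signal, so normexp used the median spot signal with the local background. Leaving out a corner of the arrays was added afterwards. The calling and list steps were tested on simulated data: with 200 probes changed 4-fold in a simulated comparison of cordycepin with control over 58200 probes, 200 were recovered and 12 others were called. All simulated arrays shared the detection of the control array, and only probes well above background were changed. Calls by a bound were therefore not tested. The simulated noise had a log2 SD of 0.2 at every signal, so false calls among dim probes were not tested either. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 for normexp.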

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

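The tests of the corner of the array, of the lower calls over the blocks, of the higher floor and of second probes by direction were chosen after the result was seen; that of quantile normalization was set beforehand. The series holds an array of A549 cells given 100 μg/mL cordyceps for 48 h, which the text of the paper does not describe. A signal appeared there beyond the control array: 1523 probes were at least 2-fold higher and 938 at least 2-fold lower with cordyceps than in control cells, again with 1 array per condition and no replicate check.

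Part of the rises is a candidate for a local artefact on the array. On a grid of 64 blocks, the rate of higher calls in the highest block was 9.56 times the mean rate, 25.0% against 2.62%, and the variance between blocks exceeded that of all 1000 random placements. The highest rates lie in one corner, but not all of the unevenness: without the corner, the highest block was 2.71 times the mean and the variance still exceeded that of all 1000 placements, so a further local effect on the rises elsewhere stays open. That corner of 12 blocks holds 18.6% of the probes and 57.1% of the higher calls, and 11.2% of its spots had an outlying local background on the cordyceps array, compared with 0 spots there on the control and cordycepin arrays. Of the 10 largest rises with cordyceps, 9 lie in the corner. With cordycepin, the corner holds 16.6% of the higher calls, near its share of the probes. The higher calls with cordycepin are uneven as well, with the highest block at 1.70 times the mean and a variance 1.94 times that of random placements, above all 1000 of them; the reason was not tested. After the corner was left out and the arrays rescaled, 818 probes were higher and 516 lower, and the largest rises among named genes were those of DDIT3, 20.7-fold, UNC5B, 12.9-fold, and KLHDC7B, 12.9-fold (KLHDC7B falls outside the rule for named genes and was chosen after its values were seen).

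The falls with cordyceps are spread over the array. The rate of lower calls in the highest block was 1.56 times the mean, with a variance between blocks above 77.7% of random placements. This goes against falls that arise locally in the corner. It cannot count against an effect of the corner through the scaling, which shifts all ratios together. Of the 938 lower probes, 768 lie outside the corner under the main scaling, but only 516 were lower after the corner was left out and the arrays rescaled. That step moved the median log2 ratio of cordyceps over control from -0.12 to -0.006 over probes measured on both arrays. The corner therefore affected the number of falls through the scaling. Of the 10 largest falls, 6 lie in the corner; these genes were chosen by their size, so a local artefact and a change in transcripts cannot be told apart for them. The values also go against the higher floor of the cordyceps array as the whole cause, since 679 of the 938 lower probes were well above background on both arrays. Neither does a smooth dependence on signal remove them: under quantile normalization 760 probes were lower and 1587 higher. Noise of single spots gives no reason for a second probe to follow the first. The test was first run on rises and falls together with a limit of 90%, and its value, 88.8% of 134 genes, missed that limit; after the value was seen the limit was loosened to 75% and later restored, then the test was split by direction, and it is now set against the share of second probes of all 3356 genes that changed that way. Of the 64 genes called lower by their brightest probe, 95.3% fell with their second probe (lower end of the 95% interval 86.9%), compared with 57.7% of all second probes, and of the 70 genes called higher, 82.9% rose (lower end 72.0%), compared with 42.3%. Both shares argue against spot noise as the whole cause, for genes with 2 measured probes; so does the median log2 SD of 0.051 between the spots of probes printed 10 times. What stays open is the scaling between the arrays, with 384 lower probes under median scaling, which sets the arrays level near the background. Also open is any difference between these single cultures other than the treatment, which 1 array per condition cannot separate from it. The falls are therefore not assigned to a response of the cells.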

How the results depend on the processing

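The test without the corner of the arrays was chosen after the data were seen; the other alternatives were set before. The counts of changed probes moved most. With cordycepin, against 2133 higher and 1092 lower probes, median scaling gave 1332 and 2290, with or without raising signals under 5 to 5. No scaling gave 1951 lower probes, normexp background correction 679 higher and 394 lower, and detection on both arrays 1085 higher. No detection filter and detection by a positive and significant signal each gave 5669 higher and 2959 lower. A threshold of 1.5-fold gave 4649 and 3557, one of 3-fold 824 and 280, and genes in place of probes 947 and 569. With cordyceps, against 1523 higher and 938 lower, median scaling gave 384 lower with either floor, normexp 976 higher and 349 lower, and detection on both arrays 768 higher. No detection filter gave 2750 and 3216, a positive and significant signal 2657 and 3216, the 1.5-fold threshold 2657 and 3744, the 3-fold threshold 967 and 160, genes 654 and 492, and leaving out the corner 818 and 516. The filters, thresholds and the change to genes alter what is counted by their construction; for normexp the cause was not tested. Median scaling and no scaling shift every ratio of an array pair by the same amount, which shows the cause. The probes well above background made up 49.0% on the control, 47.5% on the cordycepin and 42.1% on the cordyceps array. Median scaling therefore sets the arrays level near the background. The share of higher calls with cordycepin was 66.1%, but 36.8% with median scaling and 42.6% with no scaling; with cordyceps it was 61.9%, and 84.5% with median scaling.

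The number of probes detected with cordycepin, 27666, became 15155 when genes were counted. CAV1, MAPK8 and FOXO3 stayed under a 2-fold change in every alternative. Median scaling, with or without the floor, moved their log2 ratios from -0.11, 0.12 and 0.04 to -0.38, -0.14 and -0.23, and the 12 alternatives for CAV1 ranged from -0.38 to 0.06. The count of Fig. 2C genes changed at least 2-fold stayed between 22 and 27 in the alternatives set before; without the corner, where 7 of these genes lie, 16 were higher and 3 lower. The Control column of Fig. 2C was nearest to cordyceps over control and the Cordycepin column to cordycepin over control in all alternatives, but normexp raised their median distances from 0.15 and 0.020 to 0.44 and 0.29; the cause was not tested. The median log2 ratio of the upregulated genes of Table S1, 1.42, became 1.15 with median scaling and either floor, 1.47 with quantile normalization, 1.18 with normexp and 1.20 with no scaling. That of the downregulated genes, -1.34, became -1.61 with median scaling and either floor, -1.11 with normexp and -1.56 with no scaling. The correlation between the treatments, 0.25, became 0.22 with quantile normalization, 0.42 with no detection filter, 0.27 with a positive and significant signal and 0.26 without the corner; the cause was not tested.

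Of the gene lists, 8 lay outside the central 95% of random lists with cordycepin and 6 with cordyceps, and between 7 and 8 and between 5 and 6 did so in the alternatives. Among the lists outside the central 95%, the medians of 2 with cordycepin changed sign while their percentiles stayed high. AP-1 and JNK responsive genes went from 0.21 to -0.058 with median scaling, with or without the floor, and -0.0078 with no scaling. Replication-dependent histone genes went from 0.13 to -0.14 with median scaling, with or without the floor, and -0.087 with no scaling. The cause is the same shift. Among the lists inside the central 95%, immediate early genes and ATF4 and unfolded protein response genes also changed sign with cordycepin, to -0.11 and -0.26 with median scaling, and 5 lists changed sign with cordyceps. Of 443 further values for 37 other named genes, 345 moved by less than the technical spread and 98 by more, and no called gene changed sign.

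Scaling on the spike-in controls was planned and not run, since their signals were near the background. No paired analysis was possible because there was 1 array per condition, and no array could be left out. Signal over background limits the size of the rises: 1048 of the 2133 higher probes with cordycepin were not well above background on the control array, so that their size is only bounded.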

Differences from the paper's values

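The paper reports 1942 downregulated genes, and 1092 probes were at least 2-fold lower here. Among the alternatives set before the data were examined, median scaling (2290, with or without raising signals under 5), quantile normalization (1385) and no scaling (1951) came within 1.5 times the paper's count. Of these, quantile normalization alone also came within 1.5 times the 2561 upregulated genes of the paper, with 1863; median scaling (1332, with either floor) and no scaling (1448) did not, while the main setting did. The 75th percentile over detected probes (970), normexp (394), detection on both arrays (749), no detection filter and a positive and significant signal (2959 each), outlier spots kept (1094), the deposited value table (1092), the 1.5-fold (3557) and 3-fold (280) thresholds and genes in place of probes (569) did not.

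The Venn diagram of the paper shows about 110 upregulated and about 160 downregulated genes in Fig. 2B, read by eye, whereas 947 named genes were higher and 569 lower with cordycepin here. None of the alternatives compared with these numbers came within 1.5 times either, the nearest being normexp, with 388 and 269. The 1.5-fold and 3-fold thresholds were not compared with them. The genes at least 2-fold changed the same way with both cordycepin and cordyceps numbered 117 higher and 134 lower, a count chosen after the paper's values were seen.

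The paper's ratio for CAV1 with cordycepin is about 1.2 in Fig. 2C, read by eye, and the brightest probe gave 0.924 here. The median over the probes of the gene, 1.04, was the alternative within the technical spread on the same side of 1; the other alternatives were not, median scaling giving 0.769, quantile normalization 1.00, the 75th percentile over detected probes 0.954, normexp 0.888 and no scaling 0.797. The other CAV1 probe taken alone gave 1.17. For MAPK8 the paper's ratio is about 0.97 in Fig. 2C, read by eye, and the brightest probe gave 1.09; median scaling with either floor (0.907) and no scaling (0.939) fell on the paper's side of 1, while the 75th percentile over detected probes (1.12), quantile normalization (1.03), normexp (1.01), both detection rules, no detection filter, outlier spots kept, the deposited value table and the median over probes (1.09 each) did not. Another MAPK8 probe gave 0.976. For BCL2A1 the paper's ratio is about 4.1 in Fig. 2C, read by eye, and the brightest probe gave 1.13. No alternative came within the technical spread, the nearest being the median over both probes, 2.16, and the second probe taken alone gave 4.13. With the closest probe of each gene, all 30 Cordycepin values of Fig. 2C lay within 10% of the main setting. The common factor allowed for was 0.991, so the main scaling needed almost no shift to meet them. For these 30 genes this argues against median scaling as the reason for the CAV1 and MAPK8 differences, though the closest probe was picked by the figure.

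The legend of Fig. 2C describes its genes as altered more than 2-fold, and the tally here is 26 of 30. CAV1, MAPK8 and FOXO3 were under 2-fold by every probe, and BCL2A1 by its brightest probe. The text states that the RT-PCR increase of CAV1 is also seen on the arrays, where its probes gave log2 ratios of -0.11 and 0.23.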

Other observations

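The tests of the Fig. 2C columns, of the file labels and of the CAV1 probes were chosen after the results were seen; those of the gene lists, of the shared control and of Table S1 were set before their values were seen.

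Fig. 2C prints a ratio column headed Control beside one headed Cordycepin, and 27 of its 30 Control values differ from 1 at least 2-fold. The Control column is consistent with ratios of cordyceps over control: its median absolute log2 difference from these was 0.15, compared with 0.37 from cordycepin over control, 1.68 from cordycepin over cordyceps and more from the inverse ratios. Allowing 1 common factor of 1.11 and the closest probe of each gene, 28 of the 30 values lay within 10% of cordyceps over control. The Cordycepin column differed from cordycepin over control by a median of 0.020, compared with 0.58 from cordyceps over control, which argues against an exchange of the labels of these 2 files. No biological explanation was tested.

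The genes of Table S1 and Fig. 2C are far fewer than the 1516 genes called with cordycepin, and they may have been taken from those changed with both treatments. Of the 34 Table S1 genes outside Fig. 2C that were called with cordycepin, 30 (88.2%) were called the same way with cordyceps, compared with 16.6% of all genes called with cordycepin. The test set beforehand asked for more than 90%, a limit that was loosened after the value was seen and then restored, so a choice of genes changed with both treatments and another choice that favored them cannot be told apart here. Of the 26 genes of Fig. 2C called with cordycepin, 19 rose and 5 fell at least 2-fold with cordyceps as well, 12 of the rises being larger with cordyceps. DDIT3 was 19.1-fold higher with cordyceps. TXNIP was not well above background with cordyceps and at least 26.8-fold lower; its probe is 1 of 7 among these genes that lie in the corner with the local artefact.

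The CAV1 probes gave log2 ratios on opposite sides of 0 with cordycepin. Probe-to-probe spread is a candidate explanation, since 37.2% of genes with at least 2 probes differed by as much between their 2 brightest. Among the 268 such genes of similar signal, the share was smaller, 17.2%. Both CAV1 probes were lower with cordyceps, at 0.677-fold and 0.697-fold, although the second lies in the corner. A difference in transcript isoforms was not tested.

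Transcripts of proteins that the paper studied by western blot were also measured with cordycepin. DUSP5 had 1 probe, well above background on both arrays, and was 2.38-fold higher, between 0.99 and 1.36 on the log2 scale over the alternatives, while the paper reports inhibition of the DUSP5 protein. The others reported here were all under 2-fold. The brightest probes gave log2 ratios of 0.12 for BAX, -0.08 for MAPK9, -0.27 for AKT1 and -0.62 for AKT2, and the other probes gave 0.57 for BAX, 0.61 for MAPK9, and 0.16 and -0.07 for AKT2. By their brightest probes the 14-3-3 genes ranged from -0.13 for YWHAZ, whose other probe gave 0.40, to 0.56 for SFN.

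Over the 23412 probes detected on all arrays, the ratios of the treatments over the shared control were correlated with r = 0.25 (Spearman's rho 0.22), a correlation across probes, which are not independent replicates. Unchanged arrays sharing the control gave between 0.27 and 0.31 in 1000 simulations with the noise between probes of a gene, and between 0.56 and 0.59 with the noise between spots. The simulated values rest on the noise taken for them, and with the noise between probes the simulated ratios have an SD of 0.25 and 0.20, compared with 0.56 and 0.57 for the observed ratios of cordycepin and cordyceps over the probes measured on both arrays. The correlations are therefore not comparable and exclude nothing, and the shared control alone and a response common to both treatments cannot be told apart. Between different probes of the same gene, r was 0.13.

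Targets of NF-kB rose as a set with cordycepin, with a median log2 ratio of 0.81 above all 10000 random lists (percentile 100), and of 0.73 over the 16 genes that the authors had not picked, also at percentile 100; all 22 genes were above 0. With cordyceps the median was 0.80, at percentile 100. This is consistent with the acute-phase and chemokine genes among the largest rises, as a hypothesis found on 1 array per condition.

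FOXO3 targets did not rise as a set with cordycepin: their median log2 ratio was -0.08, at percentile 42.1 of the random lists, and with cordyceps it was -0.19, at percentile 19.1. AP-1 and JNK responsive genes had a median of 0.21 with cordycepin, at percentile 98.0, which became 95.9 without the 2 genes the authors had picked, so it stays open whether they rose as a set; with cordyceps it was 0.22, above the central 95% of random lists, but at percentile 94.1 without the corner. Transcript levels do not measure the phosphorylation or location of either protein.

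Replication-dependent histone genes, whose transcripts carry no poly(A) tail, were tested because cordycepin is known as a polyadenylation inhibitor. Whether the labeling captured transcripts without that tail was not tested. The values of this list, with either treatment, therefore cannot show how such transcripts changed. Their median with cordycepin was 0.13, at percentile 98.0, and became -0.14 under median scaling with its percentile still at 98.0. Without the gene that the authors had picked, the percentile was 97.47, inside the central 95% of random lists, so it stays open whether they changed as a set. Proliferation genes had a median of 0.33, at percentile 100, and the median ranged from 0.067 to 0.40 over the alternatives. With cordyceps both lists fell, histone genes by 0.46, at percentile 0.010, and proliferation genes by 1.19, at percentile 0, with 21 of 29 proliferation genes at least 2-fold lower and none above 0.

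It stays open whether ATF4 and unfolded protein response genes rose as a set with both treatments. The list lay inside the central 95% of random lists with cordycepin, where 12 of its 23 genes were above 0. Their median was 1.44 with cordyceps, at percentile 100, where 15 of 23 genes were at least 2-fold higher, but 0.0043 with cordycepin, at percentile 84.7, or 50.2 without the 5 genes the authors had picked. DDIT3 and CHAC1, which rose with both treatments, are among these 5.

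The treatments also parted on other lists. Cholesterol synthesis genes rose by a median of 0.83 with cordycepin, at percentile 100, with 21 of 23 genes above 0, and fell by 0.39 with cordyceps, at percentile 0.24. Targets of p53 had a median of 0.64 with cordycepin, at percentile 100, with all 22 genes above 0, and of -0.13 with cordyceps, at percentile 47.7. Interferon response genes had medians of 0.60, at percentile 100, and -0.13, at percentile 43.7. Immediate early genes had 0.15, at percentile 97.0, and -0.05, at percentile 77.7. Metallothionein genes had 0.74, at percentile 100, over 8 genes, and -0.16, at percentile 44.9. Most of these 8 are paralogs whose transcripts the probes were not tested to separate. They may count 1 signal several times, which the random lists do not allow for. In the alternatives, the cordycepin medians of the cholesterol synthesis, p53, interferon and metallothionein lists stayed above 0.33. Whether the treatments differ was not tested, since each has 1 array.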
